A study of Homo sapiens with 12 samples. Its data were reported in "Structural and Functional Insights into Human Nuclear Cyclophilins" (2018).

How the data were processed

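The samples were HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen, transduced with lentivirus and selected with puromycin. One stable line expressed a scrambled short hairpin RNA (SCR) and the other a short hairpin against PPIL3. Total RNA was labelled with biotin and hybridized to the Affymetrix Human Transcriptome Array 2.0, which carries probes for exons (probe sets named PSR) and for exon junctions (probe sets named JUC). Per the labels, the sense arm of the PPIL3 hairpin was TCTCAGTTCTTCATCACCTAT. The sample titles and the source names give the hairpin different numbers, and the design text gives that of the source names. The place of the target in the PPIL3 transcript was not looked up, because no transcript sequence was used here.

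Per the labels, the authors used Affymetrix Expression Console and RMA, whose versions are not given in the sources used here. RMA subtracts background, makes the distributions of the arrays equal and combines probes by a robust fit. The deposited values are on the log2 scale in both sets of values, one with a value per transcript cluster (a gene-level summary) and one with a value per probe set. The genome build behind the probe sets is not given in the sources used here, so no positions are printed. Because RMA equalizes the arrays, a change shared by most transcripts would not be seen in these values, and a robust fit over probes that respond differently lies between them.

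Of the 12 samples, 6 belong to the gene-level table and 6 to the probe set table. The tables share 2995 rows, and all 2995 values were identical between same-named samples in each of the 6 pairs, against at most 15 between other samples. The 12 samples were therefore treated as 6 arrays summarized in 2 ways, 3 SCR and 3 PPIL3 knockdown, and the tables were never counted as independent replicates. Each array was assigned to its group by its title. The median gene-level signal lay between 6.63 and 6.67 (log2) on the 6 arrays. For arrays of this kind their number limits the precision. Nothing in the labels says that the replicates came from separate transductions, so the p-values measure only the spread between these arrays, and the hairpin and the line that carries it cannot be told apart.

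The gene-level table held 67528 transcript clusters. Of these, 23781 had 1 gene symbol, 1543 had several and 42204 were unnamed here. Symbols were brought up to date with RefSeq gene names (GRCh38.p14 table), which changed 306 of them, and gave 22411 genes, 528 of them with several clusters. The brightest cluster stood for a gene. The probe set table held 573909 exon and 339146 junction probe sets, of which 672085 had 1 gene symbol, 39483 had several and 201487 were unnamed here. No gene was named from a cluster or probe set with several symbols, which left out PPIL2 and, in the gene-level table, PPIA.

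Gene expression was tested with limma (lmFit and eBayes, two-sided) on the deposited log2 values of 19912 genes with a mean of at least 5, with Benjamini-Hochberg adjustment at 0.05. The splicing index of a probe set was its log2 value minus the mean of the retained exon probe sets of its gene on the same array. It was tested with limma in the same way for 565705 probe sets (mean of at least 5) in 17729 genes with at least 3 retained exon probe sets and a gene mean of at least 5. Fixed gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists with at least 5 tested members. The lists, the main tests and the alternatives were fixed before the data were examined. Exon probe set means as gene levels, diffSplice with the replicate block and the test of unnamed clusters were added after seeing the data. So were the 2 tests of the PPIL3 probe sets. The tests of the imbalance between higher and lower calls and of the diffSplice calls were written once those patterns were known. Their bounds were set before their own results, and the reading of the neighbour test was made stricter after its result was seen. Alternatives were a replicate block, other filters, another normalization, another moderation of the variance, an unmoderated linear model, array weights, other gene levels, limma's diffSplice, fry, an estimated correlation and leaving out each array. R 4.3.3, limma 3.58.1, the package data.table (1.17.8), statmod 1.5.0, Python 3.11.15 and matplotlib 3.10.9 were used.

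The named genes follow a rule: PPIL3 and the other spliceosomal cyclophilins, the 12 largest rises and 12 largest falls among called genes whose groups did not overlap (leaving out unnamed, antisense, small RNA, olfactory receptor and clone symbols), in each list up to 2 risen and 2 fallen members past the threshold over all genes or otherwise the 2 members with the largest change as values only, and for the splicing index the 6 probe sets with the smallest p as values only where fewer than 5 genes pass.

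Both groups share replicate numbers in the labels. After group means were removed, arrays of the same number correlated across genes at 0.34, 0.16 and 0.14. Each is over 0.1, so the numbers were treated as a possible pairing. However, the second knockdown array correlated more with the third SCR array (0.21). Deviations from the mean of 3 arrays depend on one another, so these correlations cannot show that the arrays were paired. The main tests used no block. Where the blocked fit changes a call or moves a count by over 1.5 times, its value stands beside the result.

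The tests were tested on simulated data drawn from the real means and spreads. Each gene or probe set was drawn independently, with its SD on these few arrays taken as the true one. For gene expression (19912 genes, 50 changed genes per size), limma recovered 64.0% of changes of 0.3 (log2), 90.0% of 0.6, 98.0% of 1 and 100% of 1.5, and called 6 unchanged genes. For the splicing index (565705 probe sets, 50 changed per size), limma recovered 0% of changes of 0.3 and of 0.6, 4.0% of 1 and 44.0% of 1.5, and called 0 unchanged probe sets. On the same simulated probe sets diffSplice recovered 6.0% of changes of 0.3, 54.0% of 0.6, 98.0% of 1 and 100% of 1.5, and called 5422 unchanged probe sets. For the lists (19912 genes), camera and fry both called the 1 raised list of 10 (40 genes raised by 0.3) and none of the others. Genes were drawn independently there, so this does not show how the tests behave where the members of a list are correlated.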

Results

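PPIL3 is a small nuclear cyclophilin, a peptidyl prolyl isomerase found in the activated and catalytic stages of the spliceosome. The study made knockdown lines of such cyclophilins to look at splicing across the transcriptome. Gene-level and probe set signals of 6 arrays were compared, 3 from a line with a scrambled hairpin (SCR) and 3 from a line with a PPIL3 hairpin. All values are log2 RMA signals, and differences are knockdown minus SCR.

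PPIL3 (transcript cluster TC02002668.hg.1) was lower in all 3 knockdown arrays. Its gene-level signal was 7.75, 7.81 and 7.81 in SCR and 7.30, 7.26 and 7.28 in the knockdown, with group means of 7.79 ± 0.034 (SD, n = 3) and 7.28 ± 0.020 (SD, n = 3). It fell by 0.51 on the log2 scale (SE 0.030), a change of -29.8% (limma adjusted p = 0.0050). The adjusted p was 0.053 without SCR array 2, 0.080 without SCR array 3 and 0.071 in a linear model without moderation, with a fold change of -0.50, -0.50 and -0.51.

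The PPIL3 probe sets did not move by one amount. Of 40 with a mean signal of at least 5, 17 (10 exon and 7 junction probe sets) fell by more than 1 in group means, with a median of -1.63, which is a median loss of 67.6%. Another 19 (12 exon and 7 junction) moved by less than 0.5, with a median of -0.16, and 4 lay in between. Exon probe set PSR02042843.hg.1 fell by 1.46 and junction probe set JUC02022408.hg.1 fell by 1.63 (limma adjusted p = 0.036 for both, over all probe sets). Across the 17 that fell by more than 1, this limma adjusted p ran from 0.036 to 0.20, and most were above 0.05. The brightest PPIL3 probe set, PSR02042856.hg.1 with a mean of 13.46, differed by -0.20 (adjusted p = 0.51). The mean of the PPIL3 exon probe sets fell by 0.74 (SE 0.054).

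**Figure D1:**
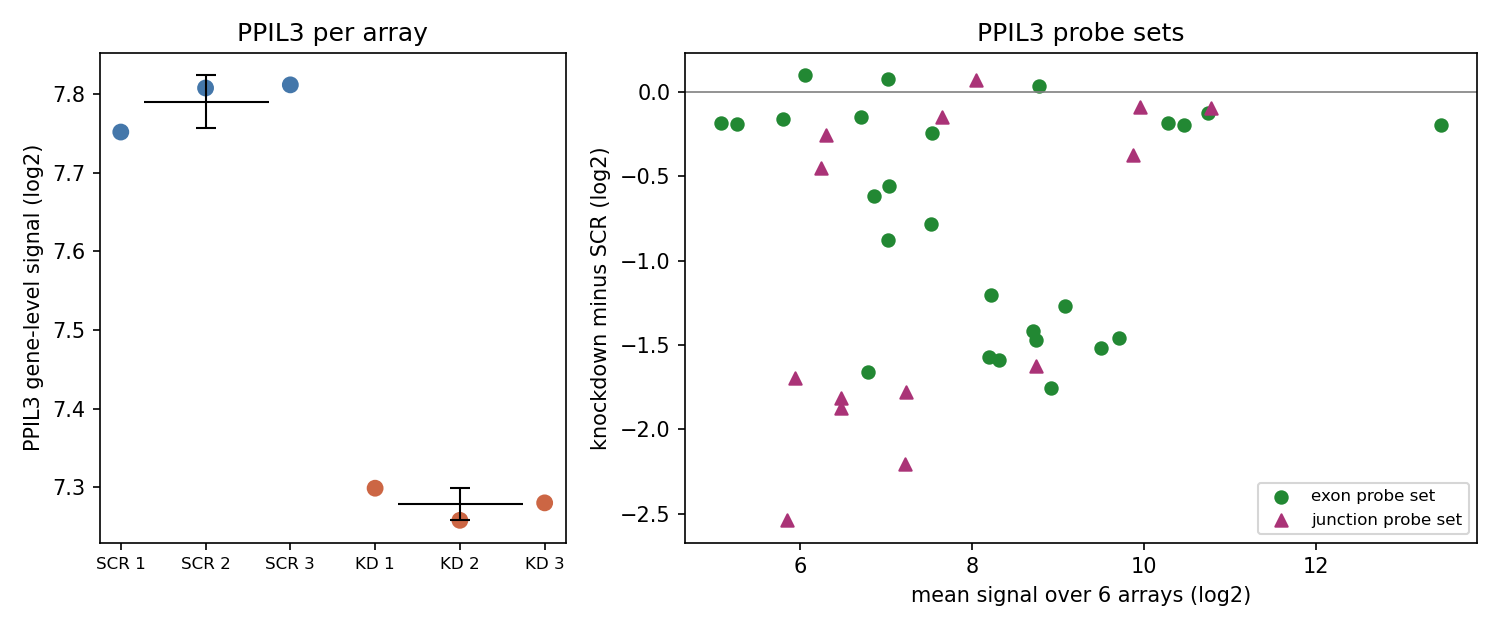
Left, gene-level PPIL3 signal (log2) on each of 6 arrays (blue SCR, orange knockdown (KD)), with the mean and SD of each group in black; the axis does not start at 0. Right, the difference between knockdown and SCR (log2) of each of the 40 PPIL3 probe sets against its mean signal (log2), with 17 that fell by more than 1 and 19 that moved by less than 0.5.

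None of the other cyclophilins of the spliceosome measured alone passed the test. PPIG differed by 0.10, CWC27 by 0.06, PPWD1 by 0.03, PPIL1 by -0.0091, PPIE by -0.0060 and PPIH by -0.0058, and the PPIL1, PPIE and PPIH differences changed sign when single arrays were left out. PPIL2 could not be given its own value. Of 8 further cyclophilins, among them the nuclear PPIL6 at 0.14 and NKTR at 0.03, 0 passed over all genes. PPID, a cytosolic cyclophilin and cochaperone, differed by 0.27 (limma adjusted p = 0.19), and PPIF, the mitochondrial cyclophilin, by -0.18 (adjusted p = 0.069). Both passed when adjusted over the list alone.

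Among the called genes, small increases outnumbered decreases. Of 19912 genes tested, 137 were called, 111 higher and 26 lower in the knockdown (32 with the replicate number as a block, 24 higher and 8 lower). Of the 137, 131 were protein coding. At an unadjusted p under 0.05 there were 3076, against 210 to 2104 in the other 9 splits of the arrays into 3 and 3. All 137 had 3 knockdown values on one side of the 3 SCR values, as had 20.3% of all tested genes, where chance gives 10%. None differed by 2-fold, 10 differed by at least 1.5-fold, and the median size was 0.30. PSMD5, an assembly chaperone of the proteasome, had the largest rise, from 7.91 ± 0.10 to 8.85 ± 0.060 (SD, n = 3 each), or 0.94 (SE 0.059, limma adjusted p = 0.0057).

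Next came genes of varied function. PLBD1, a phospholipase B-like protein, rose by 0.73, the neurofilament subunit NEFM by 0.70, the epithelial adhesion molecule EPCAM by 0.64, the complement receptor CR2 by 0.60, the actin-bundling protein LCP1 by 0.60 and the sarcomere protein MYOM2 by 0.59. CLIC6, a chloride intracellular channel family member, rose by 0.58, the cytosolic phospholipase PLA2G4A by 0.52, HMSD by 0.51, the fatty acid transporter SLC27A2 by 0.50 and NSUN7 by 0.50. SE ranged from 0.032 for HMSD to 0.081 for PLBD1 and adjusted p from 0.0049 for NEFM to 0.027 for LCP1. The SCR means of HMSD (5.98), NSUN7 (6.06) and CR2 (6.51) lay below the median gene-level signal of every array. Those of the other named rises lay above it.

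The largest fall was that of TRHDE, an ectoenzyme that degrades thyrotropin-releasing hormone, by 0.73 (SE 0.027, limma adjusted p = 0.0010). Its 3 SCR values were identical (6.77), and the mean of its exon probe sets fell by 0.73 as well (SE 0.047). ERGIC2 and ARF4, both of the early secretory pathway, fell by 0.61 and by 0.60. After PPIL3 came ZC3HAV1L, which fell by 0.47, the insulin receptor substrate IRS2, which fell by 0.44, CDKN2AIPNL, which fell by 0.43, and GALNT1, an enzyme that starts mucin-type glycosylation, which fell by 0.42. TUB fell by 0.39, the G1 cyclin CCND1 fell by 0.38, DOLPP1, which recycles dolichol, fell by 0.38, and the planar polarity protein VANGL2 fell by 0.37.

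**Figure D2:**
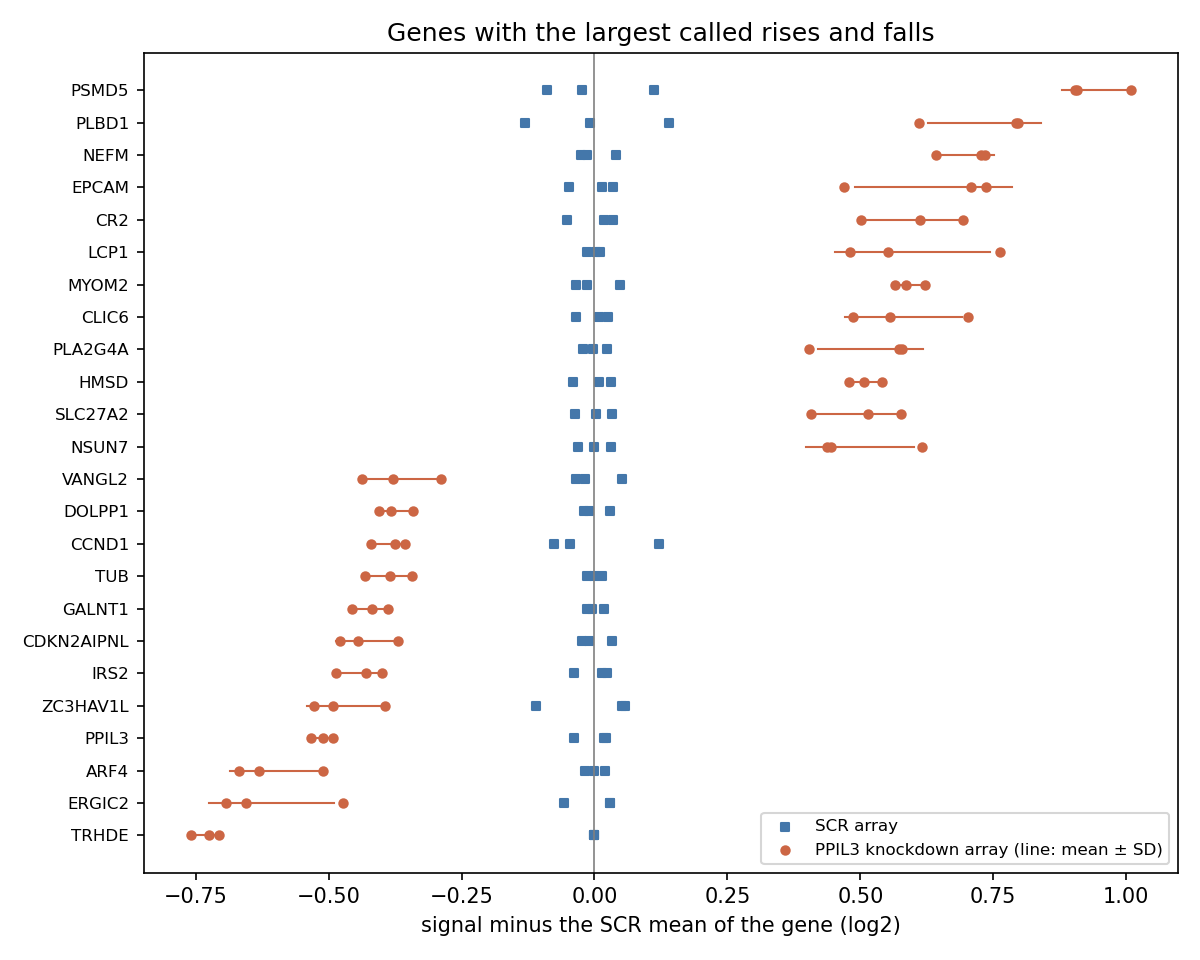
Signal minus the SCR mean of the gene (log2) for the 12 genes with the largest called rises and the 12 with the largest called falls, per array (blue squares SCR, orange circles knockdown, orange line the knockdown mean ± SD). In each gene the 3 knockdown arrays lie on one side of the 3 SCR arrays, from 0.94 for PSMD5 to -0.73 for TRHDE.

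With the replicate number as a block, 32 genes were called (24 higher, 8 lower), 27 of them among the 137. The blocked adjusted p was 0.079 for PLBD1, 0.064 for EPCAM, 0.066 for LCP1, 0.069 for NSUN7, 0.054 for IRS2, 0.059 for CDKN2AIPNL, 0.069 for CCND1 and 0.086 for VANGL2, and under 0.05 for the other 16 named genes. The count depended on each array: it was 9 without SCR array 1, 5 without SCR array 2, 1 without SCR array 3, 68, 59 and 12 without knockdown arrays 1, 2 and 3, and 4 in a linear model without moderation. TRHDE was the 1 gene called without SCR array 3 (adjusted p = 0.031) and the 1 named gene called whichever array was left out.

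Of the 32 fixed gene lists, 31 had tested members, and camera called 5 of them at its preset correlation. None of the 5 held with an estimated correlation, and the fry test called none of them. With the estimated correlation the camera adjusted p was 0.99 for each of the 31 lists, so that setting does not tell the lists apart. The Sm and LSm proteins, which form the core of the small nuclear ribonucleoproteins, had a median of 0.10 over 14 genes (camera adjusted p = 0.037), with 0 members past the threshold over all genes or adjusted over the list alone. SNRPD1 differed by 0.16 and LSM3 by 0.11. The adjusted p of this list was 0.12 without SCR array 3, 0.15 without knockdown array 2 and 0.057 without knockdown array 3. The p53 targets had a median of -0.05 over 17 genes (adjusted p = 0.040), again with 0 members past either threshold. MDM2 differed by -0.26 and DDB2 by -0.26. The adjusted p was 0.19 without SCR array 2, 0.21 without SCR array 3, 0.20 without knockdown array 1 and 0.15 without knockdown array 2.

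The cholesterol synthesis list had a median of 0.05 over 17 genes (camera adjusted p = 0.037), with 0 past the threshold over all genes and 1 adjusted over the list alone, INSIG1, a sterol sensor, at 0.59 (limma adjusted p over all genes = 0.078). HMGCS1 differed by 0.15. The adjusted p of the list was 0.062 without SCR array 3, 0.058 without knockdown array 1 and 0.11 without knockdown array 3. Small nucleolar and Cajal body RNAs had a median of 0.08 over 179 genes (camera adjusted p = 0.010), with SNORD99 called at 0.50 (limma adjusted p = 0.035, blocked 0.087) and 1 higher and 1 lower adjusted over the list alone. Their mean deviation from the SCR mean was -0.04, -0.05 and 0.08 on the SCR arrays and -0.02, 0.11 and 0.21 on the knockdown arrays, and the adjusted p of the list was 0.48 without knockdown array 3 and 0.13 without SCR array 1. Epithelial carcinoma markers had a median of 0.02 and a mean of 0.11 over 17 genes (camera adjusted p = 0.037, blocked 0.055), with EPCAM called and 6 higher when adjusted over the list alone. Its adjusted p was 0.062 without SCR array 3, 0.20 without knockdown array 1 and 0.095 without knockdown array 3. Replication-dependent histones had a median of 0.09 over 29 genes (camera adjusted p = 0.065, blocked 0.047, with an estimated correlation 0.99), with 0 called, H2BC3 at 0.70 and H1-1 at 0.59. Their mean deviation from the SCR mean was 0.04, 0.29 and 0.04 on the knockdown arrays. The adjusted p of the histone list was 0.37 without knockdown array 2, 0.021 without knockdown array 1, 0.0091 without knockdown array 3 and 0.050 without SCR array 2. Without knockdown array 2, H2BC3 differed by 0.41 (limma adjusted p = 0.049) and H1-1 by 0.38 (adjusted p = 0.051).

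Other lists of splicing factors held 1 called gene. The epithelial splicing regulator ESRP1 rose by 0.25 (limma adjusted p = 0.041, blocked 0.092), the 1 of 22 hnRNPs and tissue splicing regulators past the threshold, while 3 were higher and 1 lower adjusted over the list alone. None of 16 SR proteins and SR protein kinases passed over all genes, and 2 were higher and 2 lower adjusted over the list alone, among them the kinases CLK1 at -0.30 (-0.39 without knockdown array 2, adjusted p = 0.049) and CLK4 at -0.29. None of 18 U1 and U2 proteins passed, with SF3B6 at 0.25 (adjusted p = 0.054) the 1 that did so adjusted over the list alone, and SF3A2 at -0.16. No member passed either threshold among 16 U5 and tri-snRNP proteins (CD2BP2 -0.10, SNRNP27 0.09), 15 proteins of the PRP19 and intron-binding complexes (BCAS2 0.15, ZNF830 0.11), 17 Bact, C complex, step 2 and release factors (median -0.04, with 12 below 0 and 5 above, RNF113A 0.15, CWC22 0.14), or 13 factors of the exon junction complex and nonsense-mediated decay (SMG5 -0.21, MAGOHB 0.13). Without knockdown array 2, camera gave an adjusted p of 0.037 for the Bact to release factors and 0.019 for the exon junction and decay factors, against 0.28 and 0.45 with all arrays. With an estimated correlation and all arrays, camera gave an adjusted p of 0.99 for each.

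In the list of apoptosis and growth genes with known alternative isoforms, 1 of 28 passed over all genes, CCND1, and 5 were lower adjusted over the list alone. The list median was -0.02 (camera adjusted p = 0.21), and the fry test, which asks whether its genes move one way on balance, gave an adjusted p of 0.018. The glucose transporter SLC2A1 fell by 0.25 (limma adjusted p = 0.031, blocked 0.087), the 1 of 25 hypoxia and glycolysis genes past the threshold, with 3 higher and 2 lower adjusted over the list alone. NEFM was the 1 of 17 neuronal markers past either threshold. Among 17 immediate early genes 0 passed over all genes and 1, MYC at 0.33, adjusted over the list alone. EGR1 differed by -0.39, with 10.60, 8.60 and 10.14 on the knockdown arrays. Of 21 unfolded protein and integrated stress response genes 0 passed (median -0.09, camera adjusted p = 0.092), with the amino acid response genes SLC7A11 at -0.51 and ASNS at -0.35. SCR array 1 stood apart, with SLC7A11 at 7.38, 9.40 and 9.48 and ASNS at 8.76, 9.90 and 9.85 on the SCR arrays. Without it the list had an adjusted p of 3.6e-07, SLC7A11 differed by -1.19 (limma adjusted p = 0.057) and ASNS by -0.72 (adjusted p = 0.021), while without SCR array 2 or 3 the list had 0.45 and 0.40. These list values are at the preset correlation of camera. With an estimated correlation camera gave the list an adjusted p of 0.99 on all arrays.

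The remaining lists were not called by camera and had 0 members past the threshold over all genes. Adjusted over the list alone, 2 of 19 circadian clock genes were lower (CSNK1D -0.19, PER3 -0.18), 1 of 23 interferon response genes was higher (IFI44L 0.25, beside HERC5 at 0.18), and 1 of 14 kidney tubule and adrenal markers was higher (LRP2 0.45, beside SLC12A3 at -0.08). None passed among 13 chromatin regulators of the MLL and HDAC groups (KMT2D -0.16, HDAC3 -0.11), 15 NF-kB and inflammation genes (NFKB1 0.10, NFKBIA 0.09), 12 heat shock genes (HSPE1 0.11, DNAJB1 -0.08), 21 DNA replication genes (MCM6 -0.26, MCM5 -0.11) or 21 mitosis genes (CDC20 -0.12, CENPE 0.12). The same held for 17 cytosolic ribosomal protein genes (RPS14 -0.14, RPL18 -0.08), 15 fibroblast and mesenchymal markers (VIM -0.14, COL6A1 -0.12) and 9 immune cell markers (CD3E -0.08, HLA-DRA 0.07). No mitochondrially encoded gene had a tested cluster.

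**Figure D3:**
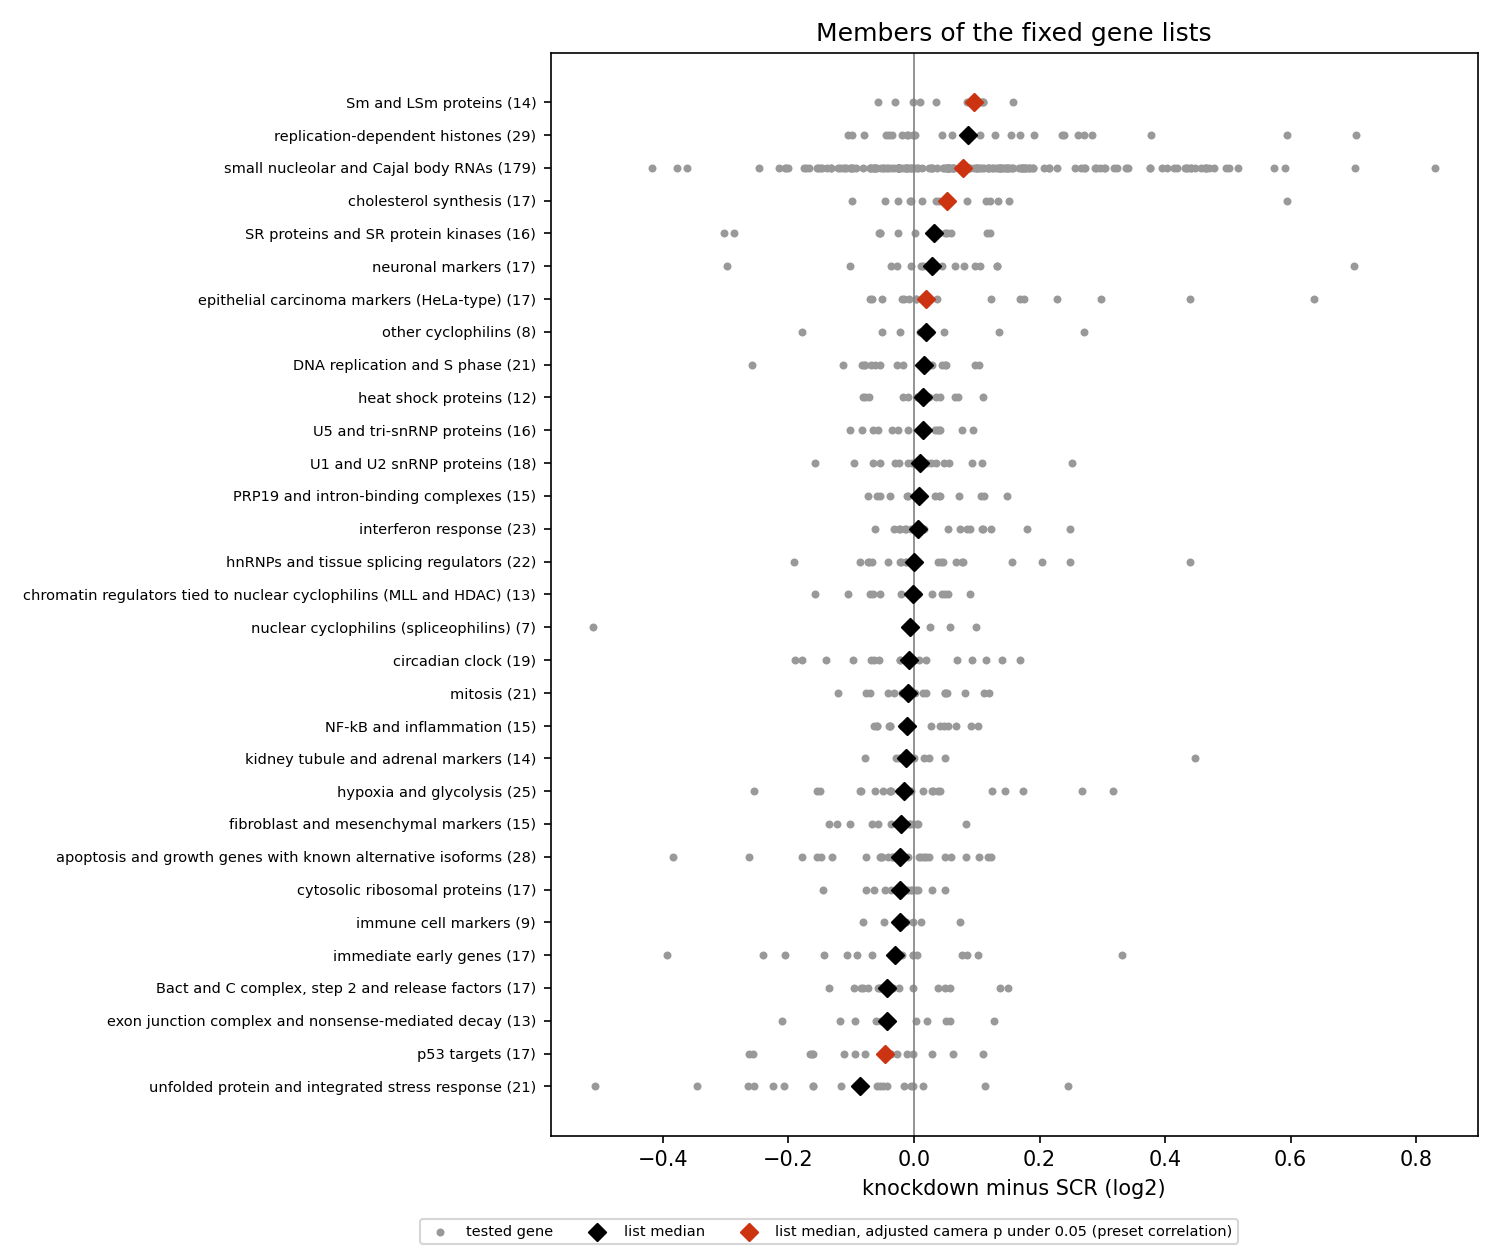
Difference between knockdown and SCR (log2) of each tested member (grey) of 31 fixed gene lists and the list medians (diamonds), with the number of tested members in brackets. The 5 lists in red were called by camera at the preset correlation, and their medians lie between -0.05 and 0.10.

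Splicing was examined through the splicing index, which is high or low where a probe set moves apart from the rest of its gene. No probe set passed the threshold with limma, and the smallest adjusted p was 0.34. At an unadjusted p under 0.05 there were 41977 of 565705 probe sets (7.42%), of which 227 in 200 genes also differed by 2-fold. Shares in the other splits of the arrays into 3 and 3 ran from 3.02% to 7.64%. Among the 3 that part as many replicate pairs as the real split, they ran from 3.02% to 4.41%. The share of 7.64% came from the split of SCR 1 and knockdown 1 and 3 from the rest. With only 10 splits, this cannot decide whether the share singles out the groups. The smallest p belonged to a junction probe set of the acyl-CoA thioesterase ACOT9, JUC0X006171.hg.1, with an index of 1.34 (SE 0.085). Then came 2 junction probe sets of MYOM2 with -0.99 and 0.95, a junction probe set of TMC5 with 1.07, the exon probe set PSR18003458.hg.1 of DLGAP1 with -1.29 and a junction probe set of ENAH, a regulator of actin filaments, with 0.83. In each of these 6 the 3 knockdown values lay on one side of the 3 SCR values, and none passed the adjustment (adjusted p = 0.34).

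Among 29 apoptosis and growth genes with known alternative isoforms, 0 of 1308 probe sets passed over all probe sets or adjusted over the list alone, and 150 (11.5%) had an unadjusted p under 0.05. By contrast diffSplice, which sets each probe set against the rest of its gene with a spread pooled over the gene, called 4622 probe sets in 3404 genes (920 exon and 3702 junction probe sets), and 7223 with the replicate block, a fit added after seeing the data. Some probe sets, such as those of FLOT1 and HLA-DMB, are present under several names with identical values. Such copies were tested and counted separately. On simulated arrays diffSplice called 5422 unchanged probe sets, whereas the splicing index test recovered 4.0% of changes of 1 and 44.0% of changes of 1.5. In these simulations, with 50 changed probe sets per size, a 2-fold change of a single probe set was thus mostly not detected with the splicing index. Other numbers of changed probe sets were not simulated. Because probe sets were drawn independently from SDs estimated on few arrays, the rates on real arrays may differ.

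**Figure D4:**
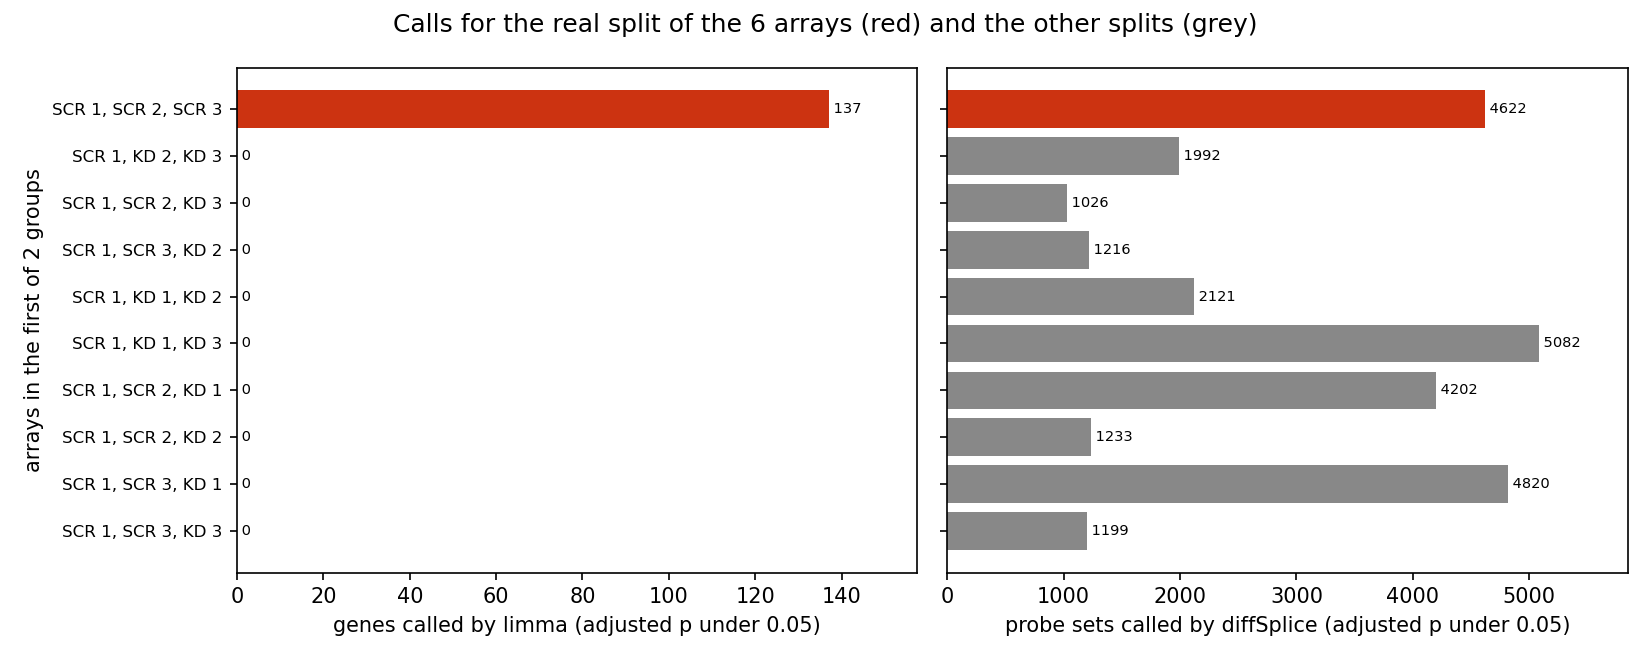
Number of genes called by limma (left) and of probe sets called by diffSplice (right) at an adjusted p under 0.05 for each of the 10 ways to split the 6 arrays into 3 and 3, with the SCR against knockdown (KD) split in red. Gene calls were 137 in the real split and 0 in the others, while diffSplice calls were 4622 in the real split and 1026 to 5082 in the others.

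Both tables gave similar fold changes for the same arrays. Across 16345 genes the gene-level fold change and that of the mean of the exon probe sets had a Pearson correlation of 0.950 and a Spearman correlation of 0.927, which describe genes and not replicates, and the Pearson correlation was 0.794 with the median of the exon probe sets. Of the 137 called genes, 129 had exon probe set means, and all 129 differed in the same direction there.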

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

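Transcript clusters that were unnamed here did not enter the comparisons of genes. When 29869 of them with a mean signal of at least 5 were tested with limma in the same way, a choice made after seeing the data, 1 differed between the groups. This cluster, TC08001843.hg.1, rose by 0.99 (SE 0.058, limma adjusted p = 0.017), from 8.34, 8.49 and 8.47 on the SCR arrays to 9.41, 9.39 and 9.48 on the knockdown arrays. Its size is above that of any called named gene. Of 1396 clusters with several gene symbols, 6 passed the threshold.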

How the results depend on the processing

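The exon probe set means as gene levels and diffSplice with the replicate block were chosen after seeing the data, the other settings before. The count of 137 called genes stayed within 1.5 times without a filter (105), with a minimum of 6 (173), with median centring (122), with trend and robust moderation (151) and with the mean of the clusters of a gene (134). It was 226 after a further quantile normalization, 32 with the replicate block, 4 in the unmoderated linear model, 5967 with array weights, 481 with exon probe set means and 1 to 68 when 1 array was left out. The array weights ran from 0.225 to 4.84 and were estimated from the same residuals. The cause of these moves was not tested, except that fewer arrays or no moderation leave fewer degrees of freedom. PPIL3 had a fold change of -0.51 in the unmoderated model (adjusted p = 0.071), and -0.53 to -0.50 when 1 array was left out.

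Over the single genes named, 1006 values under an alternative kept their side of the threshold, 144 lost it, 41 gained it and 7 changed sign. These 7 were EGR1 without knockdown array 2 (0.20) and with array weights (0.16), PPIH without knockdown array 1 (0.0059) and with array weights (0.0087), PPIE without SCR array 1 (0.0072), and PPIL1 without SCR array 2 (0.0024) or 3 (0.0035), none of them called in the first place. When 1 array was left out the lowest values were -0.80 for EGR1, -0.013 for PPIE, -0.012 for PPIH and -0.033 for PPIL1. The 5 called lists became 0 with an estimated correlation, 3 after quantile normalization, 1 with fry (the apoptosis and growth genes) and 1 to 5 without 1 array. The replicate block kept 5, with the histones (adjusted p = 0.047, with an estimated correlation 0.99, without knockdown array 2 0.37) in place of the epithelial markers, and changed no other list or PPIL3 call (adjusted p = 0.045).

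The splicing index called 0 probe sets in all settings but diffSplice (4622, and 7223 with the replicate block), with a smallest adjusted p between 0.070 and 0.99. Leaving out genes that differed by over 2-fold was not run, since no exon mean differed that much. The correlation of the tables was 0.794 with the median of the exon probe sets. Dim probe sets near the background limit what can be seen. The self-test shares given above do not describe that limit, since they were not split by signal.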

Other observations

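The 2 tests of the PPIL3 probe sets were chosen only after the result was seen, and the reading of the neighbour test was made stricter after its result was seen. The tests of the imbalance between higher and lower calls and of the diffSplice calls were written once those patterns were known, before their own results.

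Some genes varied widely between arrays of the same group. The immediate early genes FOS and FOSB were at 7.58 and 8.07 on knockdown array 2, against 8.99 and 10.03 on knockdown array 1 and 8.65 and 9.47 on knockdown array 3. The vault RNAs VTRNA1-1 and VTRNA1-2, which are short noncoding RNAs, were at 5.36, 5.42 and 5.76 and at 5.47, 5.19 and 5.05 on the SCR arrays. On the knockdown arrays they were at 7.05, 8.62 and 7.61 and at 6.50, 8.29 and 6.71 (limma adjusted p = 0.064 and 0.13). These genes were picked from those with the widest spread within groups, after their values were seen, whereas the median SD within groups over all tested genes was 0.053.

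Repeated values were frequent in the gene-level table. In 3875 of 19912 tested genes (19.5%) at least 2 arrays of a group had an identical signal, as in 7 of the 137 called genes (5.11%), and TRHDE was the called gene with 3.

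PPIL3 probe sets formed a group near a 3-fold fall and a group near no change. Signal near the background does not account for 7 probe sets of the second group, which had a mean of at least 9. The others of that group were dimmer, down to a mean of 5.08, and for those it was not excluded. The mean over all PPIL3 exon probe sets, which mixes both groups, fell by 0.74. A candidate explanation is that the probe sets that stayed measure sequence outside the targeted mature transcript, such as introns, other isoforms or other genes. It stays open, because 3 of the 7 are junction probe sets, which need spliced RNA in full but may bind 1 exon alone. Isoforms that the hairpin spares are a biological explanation that was not tested, as probe set positions were not used here.

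More genes were called higher (111) than lower (26), and those called higher were dimmer (median SCR signal 7.52 against 9.26). The imbalance did not hold in all settings, with 3157 higher and 2810 lower under array weights, 5 and 4 without SCR array 1, 0 and 1 without SCR array 3, and 34 and 25 without knockdown array 2. The normalized values showed no shift of all dim genes: the median difference of the 8164 genes with an SCR mean of 6 to 8 was -0.0062, against 0.30 for the called ones. Because RMA equalizes the arrays, a shift before normalization cannot be judged from this value. A copy number difference between the 2 lines may move neighbouring genes together, and adjacent protein-coding genes correlated at 0.17, above all 1000 shuffles of gene order (highest 0.026), with 5 adjacent pairs called the same way against a shuffled median of 0. That bound had been set in advance for this explanation, but it does not separate the groups. Splits of the arrays that mix them gave correlations of up to 0.23, and up to 0.16 among the 3 that part as many replicate pairs. Of 23 chromosomes, chromosome 4 held the most called rises (16 of 538 genes, with 1 fall). Chromosomes 1 and 8 came next (10 of 1625 and 10 of 558). Medians over runs of 25 neighbouring genes reached -0.14 on chromosome 19. They reached 0.12 on chromosome 2, among others in a run that ends at PPIG. These regional values were not compared with other splits of the arrays. Copy number, signal shared by neighbours in every array and an effect of the knockdown itself all stay open.

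The 4622 diffSplice calls beside 0 by the splicing index may come from uneven noise between the probe sets of a gene. Among the other 9 splits of the arrays the highest count was 5082, above the real count, and in the 3 that part as many replicate pairs it was 1992. The called probe sets had a median SD within groups 2.44 times that of the other probe sets (0.297 against 0.122), their median signal was 6.08 against 8.34, and 80.1% were junction probe sets against 40.3% of those tested. The spread within groups went with uneven noise. The splits cannot decide it, because the counts depended on where SCR array 1 and knockdown array 1 lay. They were 2121 to 5082 where both arrays were in 1 group, and 1026 to 1992 in the other mixed splits. True splicing changes among these calls were not excluded.

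With 3 arrays against 3, only 10 splits exist, so no share under 0.05 can be reached. For gene expression 1 of the 10 splits, the real one, gave as many calls (137), and the highest of the others was 0, also among the 3 that part as many replicate pairs. All 10 gave as many splicing index calls (0 in each, highest other 0). For the gene lists 8 of the 10 gave as many calls as the real 5, with a highest other count of 16, in the split of SCR 1 and knockdown 1 and 3 from the rest, and of 9 among the 3 that part as many pairs. The list calls thus do not single out the groups, and what raised the counts in other splits was not tested.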
